# Transcriptome sequencing and screening of genes related to glucose availability in *Schizosaccharomyces pombe* by RNA-seq analysis

**DOI:** 10.1590/1678-4685-GMB-2020-0245

**Published:** 2021-08-27

**Authors:** Çağatay Tarhan, Özgür Çakır

**Keywords:** Glucose availability, Schizosaccharomyces pombe, aging, gene regulation, RNA-Seq

## Abstract

While calorie restriction is the most used experimental intervention to increase lifespan in numerous model organisms, increasing evidence suggests that excess glucose leads to decreased lifespan in various organisms. To fully understand the molecular basis of the pro-aging effect of glucose, it is still important to discover genetic interactions, gene expression patterns, and molecular responses depending on glucose availability. Here, we compared the gene expression profiles in *Schizosaccharomyces pombe* mid-log-phase cells grown in three different Synthetic Dextrose media with 3%, 5%, and 8% glucose, using the RNA sequencing method. Expression patterns of genes that function in carbohydrate metabolism were downregulated as expected, and these genes were downregulated in line with the increase in glucose content. Significant and consistent changes in the expression were observed such as genes that encoding retrotransposable elements, heat shock proteins, glutathione S-transferase, cell agglutination protein, and conserved fungal proteins. We group some genes that function together in the transcription process and mitotic regulation, which have recently been associated with glucose availability. Our results shed light on the relationship between excess glucose, diverse cellular processes, and aging.

## Introduction

The nutritional condition is one of the most important determinants of cellular and organismal life-span. It has been shown in a wide range of species that, while overnutrition accelerates aging, nutritional restriction, which is also called calorie restriction, delays it (Reverter-Branchat et al., 2004). Once it was realized that limited nutrition not only increases longevity but prevents or retards some age-related diseases (Anderson and Weindruch, 2012), the focus of aging studies has shifted to uncover the underlying genetic and molecular mechanisms of calorie restriction and aging. Mainly two approaches are used to understand these mechanisms. One of them, single-gene mutations or overexpression, has been used to identify the genes whose overexpression or deletion mimic the effect of calorie restriction, or that have a considerable effect on longevity by some other mechanisms. In this regard, although they mostly consider the protein coding regions and exclude the role of noncoding and regulatory regions, many attempts have been made in a variety of organisms such as *Escherichia coli*, *Saccharomyces cerevisiae*, *Drosophila melanogaster*, *Caenorhabditis elegans* and mice (Fontana et al., 2010, Rallis et al., 2013, Dancy et al., 2014, Sideri et al., 2014, Boehm et al., 2016). 

Another approach is to perform whole-genome expression profiling when cells or organisms are grown in poor or rich nutritional conditions, or when they are in the natural aging process (Rallis et al., 2014, Baumgart et al., 2016, Hall et al., 2017). This method is quite fruitful because it promises to gain more integrative insights and to find new genes, interactions or regulatory mechanisms that contribute to the process of natural aging or adaptation to an experimental condition. 

Both approaches have revealed important insights into the relationship between nutrition and some well-known fundamental cellular pathways, such as insulin/insulin-like growth factor 1 (IGF-1) signaling (IIS), the Target of Rapamycin (TOR) and the energy-sensing pathway AMP-activated protein kinase (AMPK). Their downstream elements and interactions with other cellular processes have also been identified. For example, it is well established in various organisms that the IIS pathway is activated in response to nutrients and acts in part through mTOR to impact lifespan (Papadopoli et al., 2019). On the other hand, amino acid metabolism, oxygen, various stressors or energy input affect mTOR activity and thereby regulates other metabolic pathways that control cell growth. Activation of the mTOR pathway leads to the inhibition of autophagy, which is an important cellular self-degradative process in the determination of cell fate, aging, or disease development. AMPK is activated by changes in the cellular AMP/ATP ratio and the increasing activity has been shown to extend lifespan in various organisms (Mair et al., 2011, Wierman et al., 2017). 

Since glucose is the common source of energy in most prokaryotes and eukaryotes, its availability directly affects these and other pathways thereby organismal aging. Manipulating the glucose concentration in food or media, many researchers have shown alteration and/or restructuring in the activity of these pathways and the expression levels of their members. For example, elevated glucose in diet shortened lifespan in *C. elegans* by downregulating proteins such as AMPK, FOXO, and glyoxalase (Lee et al., 2009) In *S. cerevisiae*, glucose limiting leads to 35% extension in lifespan (Lin *et al*., 2000), and lowering the glucose concentration from 2% to 0.1% prolonged yeast lifespan up to 50% (Jiang et al., 2000). On the other hand, increasing glucose concentration in the medium from 2% to 10% induced superoxide ion production, which causes the inhibition of growth arrest and led to DNA replication stress in *S. cerevisiae* (Weinberger et al., 2010). After determining that glucose shortened lifespan in a dose-dependent manner in *S. pombe*, Roux et al. (2009) showed that not only the glucose metabolism but also the extracellular glucose signaling might be responsible for decreasing chronological lifespan. They found that the deletion of *git3* ^*+*^ , which encodes a G protein-coupled receptor protein that senses environmental glucose, causes an effect that mimics calorie restriction (Roux *et al*., 2009). Chen and Runge (2009) suggested that glucose shortens the lifespan of *S. pombe* cells partly because remaining glucose signals cells to grow and thereby prevents them to be arrested in a quiescent state. Besides, they showed that the deletion of serine/threonine-specific protein kinase (AKT) orthologs *sck1* ^*+*^ and *sck2* ^*+*^ , caused a significant lifespan extension especially in the presence of excess glucose. This finding suggests that these genes efficiently function in the control of longevity (Chen and Runge, 2009). Although it is not well established that glucose accelerates aging in humans and other mammals, some studies have made significant contributions to answering this question. For example, excess glucose consumption increased the percentage of polyploid β-cells, and this increase may reflect premature aging of these β-cells in mice (White et al., 1985). More recently, Mortuza et al. (2013) reported that excess glucose accelerates aging in different types of human endothelial cells by decreased activity of sirtuins which are mediated through FOXO1. In another study, Zhang et al. (2017) showed that mesenchymal stem cells aging-induced when the cells treated with 11 or 22 mM glucose for 14 days, and they suggested that the Akt/mTOR signaling pathway acts as the primary mediator in the aging process induced by excess glucose (Zhang *et al*., 2017). These and other attempts have yielded important insights into the role of glucose and energy metabolism in the process of aging. Yet there is still more to discover by testing different conditions and media, investigating different time intervals, using active substances, mutant strains or experimental combinations in the manipulation of the aging process of an organism.

In this study, to evaluate the transcriptome-wide changes in the presence of excess glucose, we performed a genome-wide mRNA expression profiling (RNA-seq) analysis in wild-type *Schizosaccharomyces pombe* which has become a popular model organism in aging studies in recent years. We used three Synthetic Dextrose (SD) media which contain 3%, 5%, and 8% glucose, represented by T1, T2, and T3 respectively. As glucose concentration increased, the expression of genes associated with carbohydrate metabolism was downregulated as expected. We observed a marked and consistent change in the expression of the genes encoding retrotransposable elements, heat shock proteins, glutathione S-transferase, cell agglutination protein, as well as genes encoding conserved fungal proteins. Besides, we evaluated the changes in the expression of a group of genes (e.g. transcription coactivators or mitotic progression regulators) that have recently been associated with glucose availability and metabolism. Our results contribute to correlate diverse cellular processes with excess glucose availability and its pro-aging effects. 

## Material and Methods

### Yeast strain, media, and growth conditions

The wild type strain of *Schizosaccharomyces pombe* (972 h^-^) was used in all experiments. Because it was reported that the Synthetic Dextrose (SD) media were an appropriate condition for lifespan experiments and cells grown in SD with excess glucose showed the evolutionarily conserved response to lifespan (Chen and Runge, 2009), we used this medium. Cells from a single colony were inoculated in three different SD media with 3%, 5%, and 8% glucose, which are represented by T1, T2, and T3 respectively. Initial cell density was 5 × 10^4^ cells/ml and cells were grown up to mid-log phase in 25 ml of medium in a 100 ml flask at 30°C with orbital shaking at 180 rpm. 

### Total RNA isolation

Total RNAs were isolated from mid-log cells using GeneJET RNA Purification Kit (Thermo Fisher Scientific) following the manufacturer’s instructions for each sample. The purity and quantity of RNAs were measured using a Nanodrop 2000 spectrophotometer (Nanodrop Technologies, USA). Total RNAs were then used in further analysis. Three replicates were used for each sample and replicates were then pooled for sequencing according to their concentrations.

### Library preparation and sequencing

Fragmentation, adapter binding, cDNA library preparation, and RNA sequencing were performed by Beijing Genome Institute (Shenzhen, China). Briefly, the RNAs were fragmented in fragmentation buffer. After this treatment, cDNA synthesis was done by using the fragments as templates with random hexamer primers. Adapters were ligated to short fragments, then, PCR was performed. Lastly, Illumina HiSeq 2000 was used for paired end sequencing.

### Bioinformatic analysis of sequence data

Firstly, the raw reads of low quality were eliminated before any advanced analysis. Filtering was done to eliminate adapter sequences (SOAPnuke software, ver. 1.5.6, http://soap.genomics.org.cn/), sequences with a high content of unknown bases more than 10% and sequences with low-quality scores (less than 10). Residual reads were accepted as clean reads. Clean reads were then aligned to the *Schizosaccharomyces pombe* genome and genes using BWA (Burrows-Wheeler Aligner, ver 0.7.12, (Li and Durbin, 2010)) and BOWTIE (ver.1.1.2) (Langmead et al., 2009) software, respectively. The expression of aligned genes and isoforms was then measured and quantified by RSEM software package (ver. 1.2.25) (Li and Dewey, 2011). RSEM takes into account the maximum likelihood abundance estimates by the Expectation-Maximization (EM) algorithm as its statistical model, including the modeling of paired-end (PE) and variable-length reads, fragment length distributions, and quality scores, to specify the transcripts that are isoforms of the same gene. The expression levels were calculated by using the FPKM (fragments per kilobase per million reads) and Tophat method was used to determine the alternative splicing event detection (2.1.0) (Trapnell et al., 2009). We did not want to determine a random FPKM value to determine whether a transcript was expressed. However, analysis of all transcripts with expression levels greater than zero must include FPKM values very close to zero. Therefore, we chose 0.005 FPKM as the lower limit for the subsequent analysis. Differentially expressed genes were screened according to the Poisson distribution method and NOIseq package (FDR<0.001 and log2 [sample1/sample2] >1) (ver. 2.14.1) (Tarazona et al., 2011). For gene ontology analysis, differentially expressed genes first mapped to GO terms in gene ontology database (www.geneontology.org). The gene numbers for each GO term were calculated (Corrected p value ≤ 0.05 as threshold). The mapped genes were classified according to three different categories, molecular function, cellular component, and biological process. The figures are drawn with respect to significantly enriched GO terms. The functional classification was done by using WEGO software (Ye et al., 2006). Lastly, KEGG was used to analyze significantly enriched pathways between samples (Qvalue≤0.05) (Kanehisa et al., 2008). KEGG enrichment analysis was done by the algoritm developed by BGI. Data were submitted to https://www.ncbi.nlm.nih.gov/geo/ (Accession number GSE159723).

## Results

The RNAs from the cells grown in SD medium with 3%, 5%, and 8% glucose were sequenced on Illumina Hiseq 2000 platform. A total of 74,654,458 raw reads were obtained from the sequencing of three different libraries. Quality control was done by filtering the raw data (Figure 1). The adapter sequences and the sequences which contain more than 10% unknown bases and low-quality score sequences were eliminated. The number for clean reads was 73,082,162. While genome mapping rates were 94.83, 94.85 and 94.51, gene mapping rates were 90.28, 90.92 and 89.72 % for T1, T2 and T3 samples, respectively (Table 1). Slightly over 5000 genes were found to be expressed in each sample. For T1, 78.50% of the reads were perfectly matched with the reference genome while 76.20% of the reads were matched perfectly to reference genes. The perfect matches on a reference genome for T2 and T3 were 79.10 and 79.24 respectively. Also, perfect matches on reference genes for T2 and T3 were 77.13 and 76.47 respectively. The statistics of sequencing were shown in Table 1.

**Figure 1 -:**
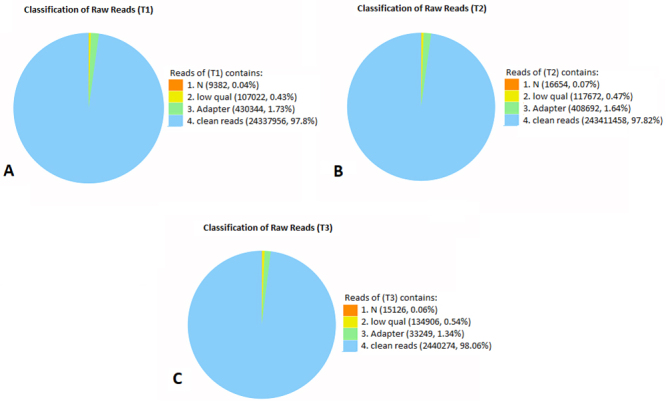
Classification of raw reads in samples A) T1, B) T2, C) T3.

**Table 1 -:** Statistics of raw data belonging to different samples.

	Map to Genome	Reads Number	Percent	Map to Gene	Reads Number	Percent
T1	Total Reads	24,337,956	100.00%	Total Reads	24,337,956	100.00%
	Total BasePairs	2,433,795,600	100.00%	Total BasePairs	2,433,795,600	100.00%
	Total Mapped Reads	23,080,889	94.83%	Total Mapped Reads	21,971,788	90.28%
	Perfect Match	19,104,654	78.50%	Perfect Match	18,544,717	76.20%
	Mismatch	3,976,235	16.34%	Mismatch	3,427,071	14.08%
	Unique Match	22,343,264	91.80%	Unique Match	18,848,762	77.45%
	Multi-position Match	737,625	3.03%	Multi-position Match	3,123,026	12.83%
	Total Unmapped Reads	1,257,067	5.17%	Total Unmapped Reads	2,366,166	9.72%
T2	Total Reads	24,341,458	100.00%	Total Reads	24,341,458	100.00%
	Total BasePairs	2,434,145,800	100.00%	Total BasePairs	2,434,145,800	100.00%
	Total Mapped Reads	23,086,706	94.85%	Total Mapped Reads	22,130,242	90.92%
	Perfect Match	19,233,184	79.01%	Perfect Match	18,775,050	77.13%
	Mismatch	3,853,522	15.83%	Mismatch	3,355,187	13.78%
	Unique Match	22,362,920	91.87%	Unique Match	19,150,654	78.68%
	Multi-position Match	723,786	2.97%	Multi-position Match	2,979,588	12.24%
	Total Unmapped Reads	1,254,752	5.15%	Total Unmapped Reads	2,211,214	9.08%
T3	Total Reads	24,402,748	100.00%	Total Reads	24,402,748	100.00%
	Total BasePairs	2,440,274,800	100.00%	Total BasePairs	2,440,274,800	100.00%
	Total Mapped Reads	23,062,621	94.51%	Total Mapped Reads	21,895,314	89.72%
	Perfect Match	19,336,002	79.24%	Perfect Match	18,660,950	76.47%
	Mismatch	3,726,619	15.27%	Mismatch	3,234,364	13.25%
	Unique Match	22,080,264	90.48%	Unique Match	18,925,418	77.55%
	Multi-position Match	982,357	4.03%	Multi-position Match	2,969,896	12.17%
	Total Unmapped Reads	1,340,127	5.49%	Total Unmapped Reads	2,507,432	10.28%

To investigate the effect of different glucose concentrations on gene expression profile, we analyzed the T1, T2, and T3 samples with respect to differentially expressed genes (Figure 2). 

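Polyadenylated RNA of S. pombe cells grown with 3% (T1), 5% (T2) or 8% (T3) glucose was sequenced as 1 library per concentration, and each library pooled the RNAs of 3 cultures. There was therefore no replicate check of any difference, and no p-value for a difference between samples was computed here. After adapter and quality filtering, 24337956, 24341458 and 24402748 clean reads remained for the T1, T2 and T3 samples, of which 21971788, 22130242 and 21895314 mapped to genes. The authors aligned reads to genes with Bowtie, estimated expected counts and FPKM values with RSEM, and called differentially expressed genes with a Poisson method and NOIseq. The deposited tables hold called genes only, 444 in all, and 177 of these have values in all 3 samples. A gene outside the tables has no value here, so no enrichment was tested. Some entries of the T1 vs T3 comparison could not be named, so counts of gene list members may miss genes among them. The ratio of counts to FPKM in the tables corresponds to 5744829, 5887905 and 5818465 fragments in T1, T2 and T3, and the counts given here are on that scale. Every fold is a ratio of FPKM values, with a 95% exact Clopper-Pearson interval from the rounded counts of the 2 libraries. The intervals cover counting error only, neither differences between cultures nor the assignment of reads among similar genes. Fractional counts mark 32 genes as sharing reads with other sequences, and their values are less certain. For some of them, such as imt2, the nearest coding sequence of like length was only 52.5% identical. A gene at 0 counts in a library is given as at least N-fold, against a floor of 3 counts in that library. Reads were not assigned by strand in any step the paper describes, so overlapping genes can also share reads.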

The number of commonly expressed genes and only the number of genes whose expression significantly differentiated were considered and given for each condition. Accordingly, 5061 genes were expressed commonly in both T1 and T2 samples, while only 8 genes were expressed in T1 and 21 genes in T2. When we compared the T1 and T3, 5045 were in common, 24 were expressed in T1 and 13 were expressed in T3. Lastly, 5049 were expressed in both T2 and T3 while 33 were expressed only in T2 and 9 in T3. Glucose concentration significantly affected gene expression between samples. 

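Among the 177 genes with values at all 3 concentrations, 79 rose steadily from T1 through T2 to T3 and 37 fell steadily. Any difference between libraries counted here, however small, so some of these genes barely differed between T1 and T2. For example, osm1 had 44.4, 44.43 and 95 FPKM in T1, T2 and T3, and wwm3 had 1208, 1180 and 55.55 FPKM. A further 54 were highest at 5% glucose, 41 of them with their lowest level in T3, and 7 were lowest at 5%. The steadily rising genes included gst2 and mam3, and the falling genes included hsp16 and ssa1. The T1 vs T3 and T2 vs T3 comparisons had 125 called genes in common, 64 higher in T3 in both and 60 lower in T3 in both. Both comparisons use the same T3 library, and in libraries simulated over the 444 genes with counting error and no change 97.5% of shared genes agreed in direction, so the agreement adds no support. The simulated comparisons shared 0.561 genes on average and at most 4, which covers counting error only and not differences between cultures. Independent lists of these sizes among 5082 expressed genes would share 3.70 higher and 2.62 lower genes, but with a T3 library in common the lists are not independent, and part of the excess may come from that library. The orders describe these 3 libraries, since called genes were selected for a difference. A gene has values in all 3 libraries only if it was called in more than a single comparison. Genes called in a single comparison have no order here, so the numbers do not show how common each order is among all called genes.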

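In the T1 vs T3 table 235 genes were higher and 132 were lower in the T3 sample, all by at least 2-fold. At least 4-fold differences were seen for 38 higher and 23 lower genes. The largest increases with reads in both libraries, apart from genes that share reads, were those of nbl1, tna1 and SPCC576.17c. The gene tna1 was 13.4-fold higher in T3 (log2 ratio 3.74, 95% interval 3.49 to 4.00), from 139 to 1892 counts. The upregulated genes were mostly of low abundance, with a median of 23.9 FPKM in the higher library, whereas the downregulated genes had a median of 129 FPKM.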

When we compared T1 and T3, 104 genes were downregulated (FDR≤0.001, log2 ratio≤1) and 205 genes were found to be upregulated (FDR≤0.001, log2 ratio≥1) (Figure 3). 

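Between the T2 and T1 samples 26 genes were higher and 61 were lower in T1. The genes higher in T1 were abundant and short, with a median length of 582 bases against 2048 bases for the genes lower in T1. Among the former were 9 rpl and rps genes of cytosolic ribosomal proteins, rpp103 of a 60S acidic ribosomal protein, and cox8, which encodes a subunit of cytochrome c oxidase and was 3.26-fold higher in T1 (95% interval 2.86 to 3.72). Among the latter, SPCC576.17c was 7.89-fold lower in T1 (7.16 to 8.71). By counts scaled to gene-mapped reads, 5 of these 10 ribosomal protein genes stayed at least 2-fold higher in T1, and the smallest log2 ratio of the 10 was 0.92. With genes of at least 1000 bases only, 9 genes were higher in T1.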

For T2 and T1 comparison, there were 54 genes downregulated (FDR≤0.001, log2 ratio≤1) and 8 genes upregulated (FDR≤0.001, log2 ratio≥1). 

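From T2 to T3, 80 genes were upregulated and 101 were downregulated. The meiotic gene mug114 showed the largest decrease among genes with reads in both libraries, 31.1-fold (95% interval 21.2 to 47.5), from 849 to 27 counts. The largest increase, of SPCC417.03, rested on 1 count in T2 and 15 in T3 (15.3-fold, 2.35 to 643). A firmer increase was that of osr1, 4.96-fold (4.32 to 5.73). At least 4-fold differences were seen for 9 higher and 28 lower genes.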

The upregulated genes were 80 (FDR≤0.001, log2 ratio≥1) and downregulated ones were 101 (FDR≤0.001, log2 ratio≤1) when T2 and T3 were compared.

**Figure 2 -:**
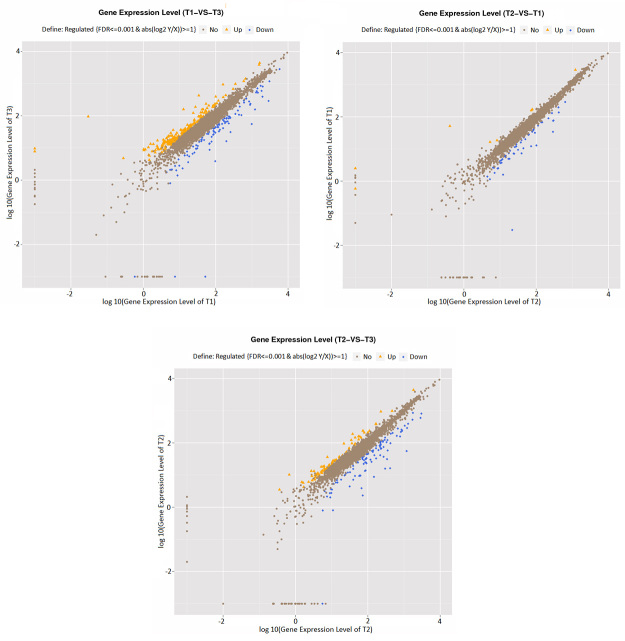
Differential expression levels of T1, T2, and T3 samples. Yellow and blue color represent differentially expressed genes, Brown color represents the genes whose expression does not differ in samples.

**Figure 3 -:**
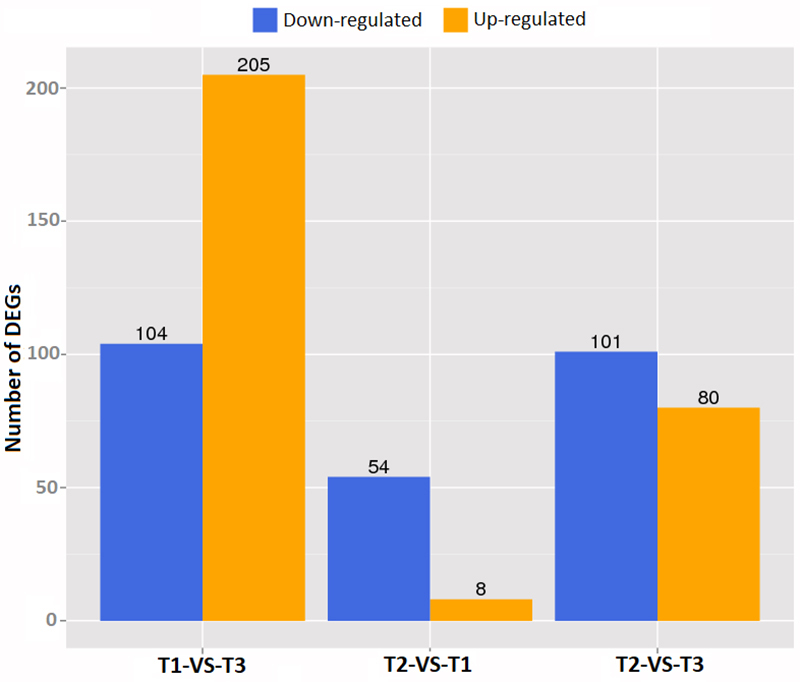
The gene numbers of differentially expressed genes. Blue color represents downregulation and yellow color represents upregulation.

After gene ontology annotations to reveal the distribution of gene functions, functional classification was performed for differentially expressed genes. The gene ontology analysis showed that the metabolic process (GO ID: 0008152, number of genes: 38) and cellular process (GO ID: 0009987, number of genes: 31) were the categories with the highest gene numbers in biological process in the comparison between T1 and T3. In the cellular component class in the same comparison, cell (GO ID: 0005623, number of genes: 21) and cell part (GO ID: 0044464, number of genes: 21) categories had the highest gene numbers. Lastly, in molecular function, binding (GO ID: 0005488, number of genes: 39) and catalytic activity (GO ID: 0003824, number of genes: 48) were prominent. 

For the comparison between T2 and T1, localization (GO ID: 0051179, number of genes: 5), metabolic process (GO ID: 0008152, number of genes: 7) for biological process class, cell (GO ID: 0005623, number of genes: 2), cell part (GO ID: 0044464, number of genes: 2) and membrane (GO ID: 0016020, number of genes: 3) for cellular component class, binding (GO ID: 0005488, number of genes: 6) and catalytic activity (GO ID: 0003824, number of genes: 10) for molecular function class had the highest gene numbers. 

For the comparison between T2 and T3, cellular process (GO ID: 0009987, number of genes: 13), metabolic process (GO ID: 0008152, number of genes: 23) for biological process class, cell (GO ID: 0005623, number of genes: 5), cell part (GO ID: 0044464, number of genes: 5), membrane part (GO ID: 0044425, number of genes: 5) and membrane (GO ID: 0016020, numbero f genes: 8) for cellular component class, binding (GO ID: 0005488, number of genes: 21) and catalytic activity (GO ID: 0003824, number of genes: 34) for molecular function class had the highest gene numbers (Figure 4). Also, KEGG pathway enrichment analysis was done for differentially expressed genes between samples and the top 20 pathways are shown in Figure 5.

**Figure 4 -:**
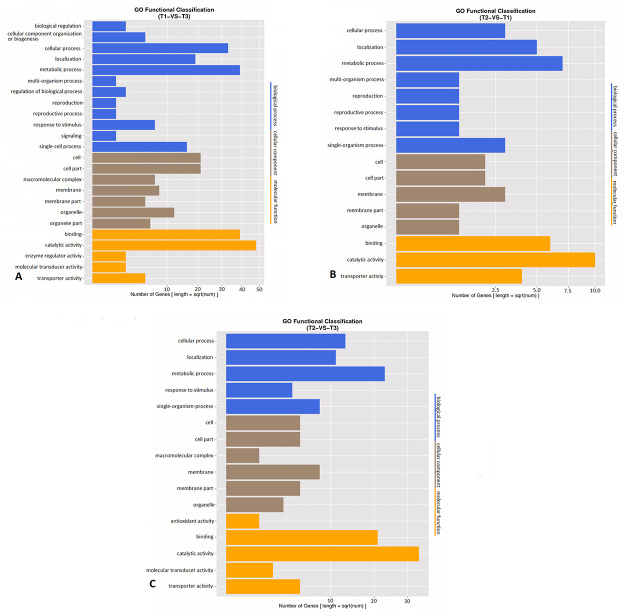
GO classification of differentially expressed genes between groups, A) T1 vs T3, B) T2 vs T1, C) T2 vs T3.

**Figure 5 -:**
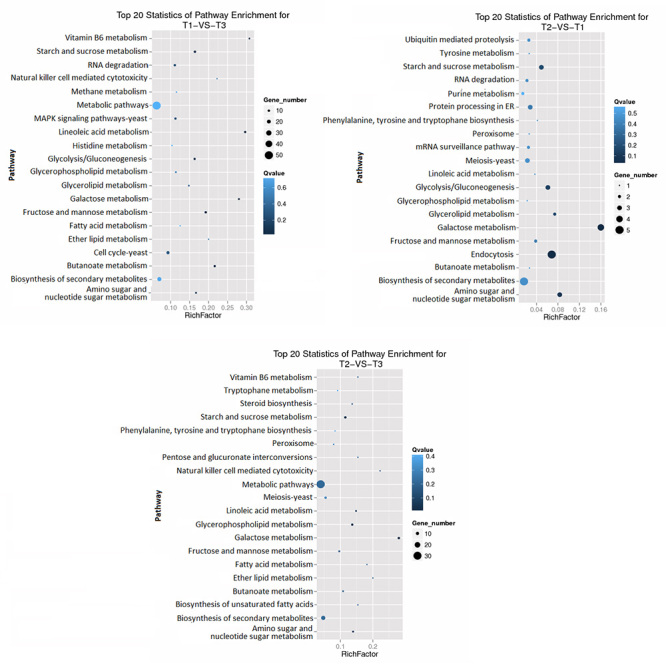
Chart of top 20 pathways between different treatment groups.

The quantitative change in the expression of individual genes depending on the glucose concentration in the medium is given in Table S1.

## Discussion

### Gene functions in carbohydrate metabolism

*gal1*^*+*^ , *gal7* ^*+*^ , and *gal10* ^*+*^ genes function in galactose utilization in *S. pombe*. Although the growth of *S. pombe* does not require galactose indispensably, galactosylation is crucial for some cellular processes including the maintenance of normal cell shape, drug tolerance, and nonsexual flocculation. (Takegawa and Matsuzawa, 2014 **)** To do this, at first galactose is transported into the cytosol and then the two enzymes, Gal1 and Gal7, involves in the conversion of galactose into UDP-galactose. 

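The 3 genes of galactose use fell together between 5% and 8% glucose. Expression of gal1, the galactokinase gene, was 6.28-fold lower in T3 than in T2 (95% interval 5.29 to 7.49), gal7 was 6.18-fold lower (5.08 to 7.57) and gal10 was 6.55-fold lower (5.63 to 7.66). Against T1 the decreases were 5.20-fold for gal1 (4.37 to 6.23), 4.65-fold for gal7 (3.80 to 5.72) and 3.43-fold for gal10 (2.92 to 4.05). None of the 3 was called between T2 and T1, where gal10 stood at 62.5 FPKM in T2 and 32.7 FPKM in T1. In assembly ASM294v3 the genes lie side by side with SPBPB2B2.11.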

Under glucose-limited conditions, Gal10 functions especially in galactosylation of cell-surface proteins (Matsuzawa *et al*. , 2011)**.** In our study, the expressions of *gal1* ^*+*^ , *gal7* ^*+*^ gal10^*+*^ are downregulated at elevated glucose levels. These results were consistent with the other studies. For example, it is reported that while the expression of *gal10* ^*+*^ is strongly upregulated by glucose repression, *gal10* ^*+*^ is repressed in glucose-rich medium in *S. pombe* (Suzuki et al., 2010)**.** In *S. cerevisiae*, glucose repression of GAL genes occurs through Mig1p global repressor protein (Nehlin et al., 1991). Besides**,** the transcription level of SPBPB2B2.11 which is predicted to encode a nucleotide-sugar 4,6-dehydratase enzyme was downregulated in the presence of 8% glucose when compare to SD with 5% glucose. This gene is located very close to the GAL genes and the expression pattern is similar to those of these genes regarding galactose presence in the culture medium (Matsuzawa *et al*., 2011).

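SPBPB2B2.11, named tgd1 in assembly ASM294v3, had 57.5 FPKM at 5% glucose and 9.36 FPKM at 8%, a 6.14-fold decrease (95% interval 5.27 to 7.18). Its level at 3% glucose was 27.9 FPKM, so that it was also 2.98-fold lower in T3 than in T1 (2.53 to 3.53) and 2.06-fold higher in T2 than in T1 (1.86 to 2.28).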

The transcription level of invertase encoding *inv1* ^*+*^ and mitochondrial glycerol dehydrogenase encoding *gld1* ^*+*^ are also decreased significantly under glucose-rich conditions. It has been reported that the expression of these genes is downregulated when a high level of glucose is present in the culture medium. 

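The decrease of gld1 was among the largest in the data. Its expression was 25.3-fold lower in T3 than in T2 (95% interval 22.1 to 29.1) and 13.8-fold lower than in T1 (log2 ratio -3.79, interval -3.99 to -3.59), falling to 223 counts. For inv1 the decreases were 7.36-fold from T2 (log2 ratio -2.88, interval -3.01 to -2.76) and 3.43-fold from T1 (3.12 to 3.76). Between 3% and 5% glucose inv1 was instead 2.15-fold higher in T2 (2.04 to 2.27). The gld1 level was 224 FPKM in T1 and 411 FPKM in T2, which was not called.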

The fission yeast transcriptional regulator Scr1 mediates the repression of *inv1* ^*+*^ and *gld1* ^*+*^ (Tanaka et al., 1998, Matsuzawa et al., 2010). Similarly, the expression level of *gut*2^+^ which encodes the glycerol-3-phosphate dehydrogenase decreased consistently when glucose concentration was high. 

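Expression of gut2, which acts in glycerol use together with gld1, dropped from 263 FPKM in T1 and 339 FPKM in T2 to 31.2 FPKM in T3. The T3 level was 8.43-fold below T1 (95% interval 7.67 to 9.29) and 10.9-fold below T2 (9.88 to 11.9).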

Although a direct link has not been shown between glucose availability and the *gut2* ^*+*^ expression in *S. pombe*, *Saccharomyces cerevisiae* ortholog of *gut2* ^*+*^ was shown to be subjected to glucose repression (Grauslund and Ronnow, 2000).

*S. pombe* has eight genes that encode the corresponding eight hexose transporters (*ght1* ^*+*^ to *ght8* ^*+*^ ) (Heiland et al., 2000). According to our results, two of them, *ght1* ^*+*^ and *ght5* ^*+*^ are subjected to glucose repression in both conditions. 

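Both transporter genes were lowest at 8% glucose. Expression of ght5, the major hexose transporter gene, was 3.45-fold lower in T3 than in T1 (95% interval 3.36 to 3.54) and 4.79-fold lower than in T2 (4.68 to 4.92). For ght1 the log2 ratio of T3 to T1 was -3.00 (-3.26 to -2.76), and the decrease from T2 was 16.8-fold (14.3 to 20.0). From 3% to 5% glucose ght1 was 2.10-fold higher (1.96 to 2.25), and ght5 stood at 2057 FPKM in T1 and 2857 FPKM in T2. The related ght3 and ght4 were also highest in T2, 2.71-fold and 2.90-fold above T3. These transporter genes have fractional counts, and part of their reads was divided among family members.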

Kim et al., (2010) showed that all eight transporter genes are nonessential when the glucose concentration was 3% in culture medium (Kim *et al*., 2010)**.** It is also reported that the transcript level of the major hexose transporter *ght5* ^*+*^ and *ght1* ^*+*^ , which has a moderate affinity to glucose, was increased in the low-glucose medium. In the same study, it was also demonstrated that when the glucose concentration high, the *ght5* ^*+*^ expression was repressed by Scr1 which also represses *inv1* ^*+*^ transcription (Saitoh et al., 2015)**.** **S. pombe** genome encodes another Scr1-like protein, called Rsv1. This protein was shown to act as a transcriptional repressor and the deletion of *rsv1* ^*+*^ induced the genes that are involved in carbohydrate metabolism including *ght1* ^*+*^ (Mata et al., 2007)*.* In our study, when the glucose concentration in the medium was 8%, the expression level of *rsv1* ^*+*^ was 2,82 fold lower than that observed in SD with 5%. 

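The rsv1 transcript had 274 counts at 5% glucose and 38 counts at 8%. This is a 7.11-fold decrease (95% interval 5.05 to 10.3), or a log2 ratio of -2.83. From T1 to T3 the decrease was 2.93-fold (2.01 to 4.35), and from T1 to T2 rsv1 was upregulated 2.43-fold (1.94 to 3.06). The gene of the related repressor scr1 was also lower in T3 than in T1, with a log2 ratio of -1.09 (-1.21 to -0.97).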

Taken together, our results showed that the expression levels of genes that function in carbohydrate metabolism consistently changed and regulated according to glucose content in the medium. 

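Of 13 carbohydrate genes named in the paper, 12 were lower in T3 than in T1 and 1, gid2, was higher. The same 12 were lower in T3 than in T2. Since the study chose these genes on the same libraries, the tally is not independent evidence of direction. All 12 had their highest level at 5% glucose, and from T1 to T2 agl1, ght1, inv1, rsv1 and tgd1 were called as higher in T2. A pentose phosphate gene of the group, SPCC794.01c (zwf2), was 3.51-fold lower in T3 than in T1 (95% interval 3.25 to 3.80) and 6.09-fold lower than in T2 (5.66 to 6.56). Among 18 genes of glycolysis and ethanol formation, pdc101 was the only one found by name among those called between T1 and T3, 2.78-fold higher in T3 (2.73 to 2.83). Between T2 and T3 only hxk2 of these genes was called, lower in T3 with a log2 ratio of -1.62 (-1.66 to -1.58). From the decreases at 8% glucose, the paper concludes that genes of carbohydrate metabolism are regulated by the glucose content of the medium. The paper also describes them as falling as glucose rose, but none of the 12 was lower in T2 than in T1.

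**Figure D1:**
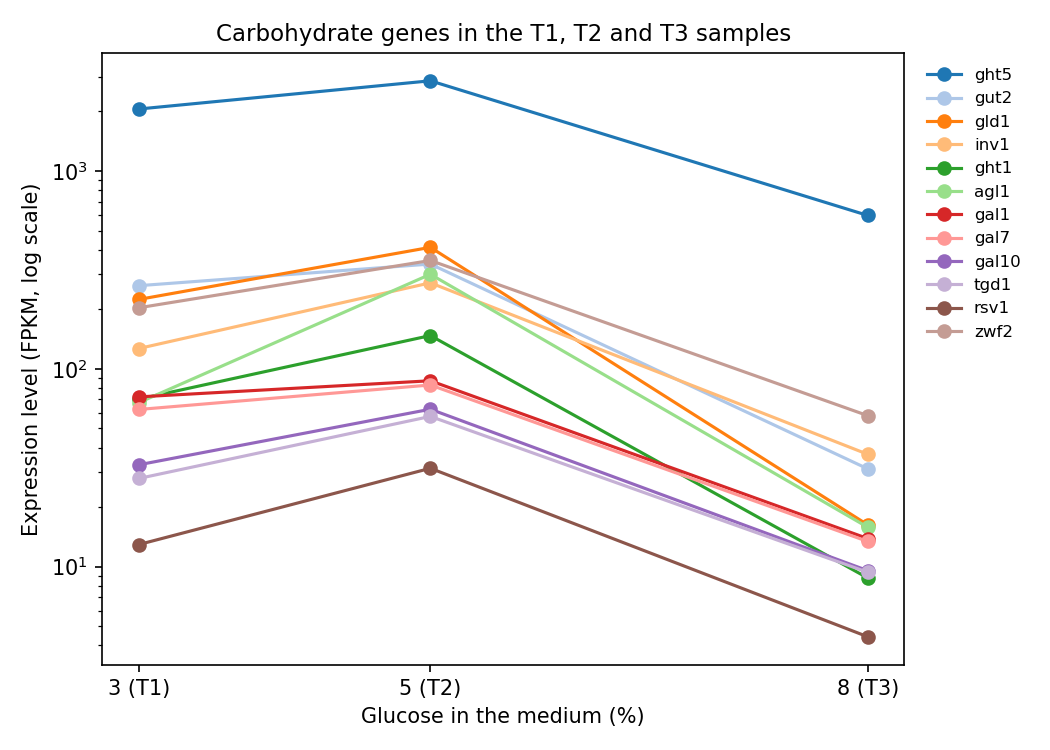
FPKM values (vertical log axis) of 12 carbohydrate genes against the glucose concentration of the medium in percent, with 1 point per gene and library and lines joining the points of a gene. All 12 lines peak at 5% glucose (T2) and end lowest at 8% (T3), gld1 going from 224 through 411 to 16.3 FPKM.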

When Vassiliadis and others performed a transcriptome analysis of preferential glucose utilization in *S. pombe*, they revealed that carbon metabolism pathways significantly upregulated in the glucose-deficient condition and they clarified that Scr1p regulates certain genes (e.g. *inv1+*, *ght5+*, and *gld1+*) involved in carbon metabolism, hexose uptake, gluconeogenesis, TCA cycle. However, in that study, Yeast Extract Supplemented (YES) medium was used (Vassiliadis *et al.*, 2019). Another genome-wide study, which also used YES as the medium, found that carbohydrate metabolism and meiotic differentiation were repressed in glucose rich medium (Malecki et al., 2016). Considering the similar results we obtained, our study also contributed to prove that SD medium could be used in longevity and energy metalobism related issues.

*gid2*^*+*^ is predicted to be the subunit of glucose-induced degradation deficient (GID) complex ubiquitin-protein ligase E3. In gluconeogenesis, fructose-1,6-bisphosphatase is expressed when there is no fermentable carbon source in medium, but in the presence of glucose, the enzyme undergoes a rapid degradation (Holzer, 1989). In *S. cerevisiae*, Gid2/Rmd5 is the *S. pombe gid2* ^*+*^ ortholog and responsible for the proteasomal degradation of the enzyme to block gluconeogenesis (Santt et al., 2008). Thus, the increase in *gid2* ^*+*^ expression in the T3 condition may indicate a similar regulation in *S. pombe*.

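Expression of gid2 rose with each step of glucose, from 4.92 FPKM in T1 to 13.4 in T2 and 23.9 in T3. It was 4.85-fold higher in T3 than in T1 (95% interval 3.57 to 6.71) and 2.73-fold higher in T2 than in T1 (1.97 to 3.85). The step from T2 to T3 was not called, with a ratio of 1.78 (1.44 to 2.20).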

*agl1*+ functions in maltose utilization when especially carbon source in the medium is switched from glucose to maltose or glucose is completely depleted (Kato et al., 2013). 

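The maltase gene agl1 was lowest at 8% glucose, with 15.8 FPKM, and highest at 5%, with 301 FPKM. Its log2 ratio of T3 to T2 was -4.25 (95% interval -4.40 to -4.10), and it was 4.26-fold lower in T3 than in T1 (3.81 to 4.78). Between 3% and 5% glucose it was 4.46-fold higher in T2 (4.22 to 4.71).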

In this study, its expression was downregulated in all tested conditions, implying that cells in that phase might still be using glucose and there was no need to induce *agl1*+ expression.

### Genes other than those that function in carbohydrate metabolism

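The Tf2 retrotransposon copy Tf2-5 (SPAPB15E9.03c) had 0.23 estimated counts in T1, 195.86 in T2 and 460.39 in T3, which makes it at least 63.4-fold higher in T2 than in T1. Tf2-4 (SPAC26A3.13c) had 0 counts in T1 and was at least 57.3-fold higher in T2, then 4.75-fold higher in T3 than in T2 (95% interval 4.04 to 5.62), a log2 ratio of 2.25. Of the 13 Tf2 copies in assembly ASM294v3, 6 were higher in T3 than in T1 and none was lower, and the other copies have no value here. Tf2-5, Tf2-6 and Tf2-12 have the same coding sequence and identical counts, so the values show how reads were divided among copies as well as how many there were. Another copy, Tf2-7, had 827.63 counts in T1 and 1956.95 in T3.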

While the increase in the expression of one of the two Tf2-type retrotransposable elements, SPAPB15E9.03c, in T2/T1 was 9,71 fold, the expression of SPAC26A3.13c upregulated 2,24 fold in T3 condition when compared to T2 condition. Although *Tf2* mRNA levels are not necessarily accompanied by a proportional change in mobilization (Murton et al., 2016), this expression pattern suggests an association between glucose availability and *Tf2* expression levels. On the other hand, Mallet et al. (2017) showed that antisense *Tf2* transcripts were maximally induced during meiotic division cycle, especially when sexual differentiation program was initiated. 

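The mating-type M entry in the tables carries an accession that assembly ASM294v3 assigns to mat3-Mc, whose coding sequence is identical to that of mat1-Mc (0 base differences). It had 455.36 counts in T1, 1.20 in T2 and 0 in T3. The level was 400-fold lower in T2 than in T1 (95% lower bound 85.6) and at least 157-fold lower in T3 than in T1. Reads of either copy could be counted for this entry or for the other copy, which has no value here. A loss of the RNA of both copies together is therefore not shown.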

According to our results, the expression of *mat1-Mc* gene, which encodes a mating-type m specific polypeptide and controls the mating-type (Kelly et al., 1988) was markedly lower (-8.72 fold) in T2 condition when compared to T1. This change in the expression might have indicated that the sexual differentiation and some other dependent process halted in the presence of excess carbon source. It has been reported that the expression of this gene activated by Ste11p (Sugimoto et al., 1991) and it was shown in another study that starvation induces the *ste11* ^*+*^ transcript through decreased Protein Kinase A (PKA) activity (Valbuena and Moreno, 2010). On the other hand, it was shown that aforementioned Scr1p is required to repress sexual differentiation under glucose-sufficient conditions (Vassiliadis et al., 2019) Thus, it seems that, in the presence of excess glucose, activated PKA activity may have downregulated the *ste11* ^*+*^ expression and, in turn, *mat1-Mc* expression. This downregulation may cause a decrease in Tf2 antisense transcript production and this may lead to a marked SPAPB15E9.03c upregulation. This mechanism, in the reverse direction, can also explain the SPAC26A3.13c upregulation. On the other hand, the expression pattern of these retrotransposable elements, which are positively correlated with glucose availability, could suggest an answer about the relationship between retrotransposon expression and aging. It is well documented that there is a strong correlation between retrotransposition activity, genome instability, and aging and that the expression of many types of retrotransposons increases with age in a wide variety of organisms including yeast, *Drosophila*, and mammals (De Cecco et al., 2013, Li et al., 2013, Hu et al., 2014). However, whether this increase in expression is a consequence of aging or is directly involved in the aging process is not clear (Maxwell, 2016). As seen in many other organisms, calorie restriction extends *S. pombe* chronological lifespan when, for example, glucose levels were decreased 3 or 40 fold (Chen and Runge, 2009). In our study, RNAs were isolated from young mid-log phase cells. Thus, in concordance with the glucose availability, the elevated retrotransposon expression in young cells may directly contribute and determine the aging process under the condition of high glucose before these cells enter the stationary phase.

Glutathione S-transferases are a group of enzymes that catalyze the conjugation of glutathione with many exogenous and endogenous substances in the binding and detoxification of toxic compounds. In *S. pombe*, three different glutathione S-transferase coding genes, *gst1* ^*+*^ , *gst2* ^*+,*^ and *gst3* ^*+*^ , were identified (Veal et al., 2002). According to Kim *et al*., among them, only the expression of *gst3*+ was regulated by glucose or sucrose availability and its mRNA level was higher when a low concentration of glucose was present (Kim *et al*., 2004). They inferred that, as seen in *S. cerevisiae*, glucose depletion causes an increase in reactive oxygen species and this triggers *gst3* ^*+*^ expression. We observed that *gst2* ^*+*^ expression induced when glucose concentration was increased. Thus *gst2* ^*+*^ expression may also be regulated by glucose availability and induced when glucose concentration is increased.

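The glutathione S-transferase gene gst2 rose with glucose, at 145, 229 and 938 FPKM in T1, T2 and T3. Its expression was 6.45-fold higher in T3 than in T1 (95% interval 6.10 to 6.82) and 4.10-fold higher than in T2 (3.91 to 4.29). The difference between T1 and T2 was not called. Of the 3 glutathione S-transferase genes, gst2 alone was found by name among the called genes.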

hsp16+ is a small heat shock protein whose mRNA level is known to be induced by heat stress and its expression is activated through the transcription factor *atf1* ^*+*^ (Taricani et al., 2001). It was suggested that *hsp16* ^*+*^ expression may be controlled by nutritional conditions (Danjoh and Fujiyama, 1999). Indeed, the expression of HSP26 (*Saccharomyces cerevisiae* ortholog of *hsp16* ^*+*^ ), increased when glucose levels were low (Amoros and Estruch, 2001). 

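Expression of hsp16 was 2618 FPKM at 3% glucose, 1213 FPKM at 5% and 289.5 FPKM at 8%. The log2 ratio of T3 to T1 was -3.18 (95% interval -3.26 to -3.10), and hsp16 was 4.19-fold lower in T3 than in T2 (3.95 to 4.45). It was also 2.16-fold lower in T2 than in T1 (2.09 to 2.23), the only gene of the heat shock list called between those samples.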

In our study, the expression of *hsp16* ^*+*^ was downregulated consistently when the glucose concentration increased from both 3% and 5% to 8%. It was shown that the *hsp16* ^*+*^ expression repressed by *S. pombe* HIRA proteins which are histone chaperones that mediate nucleosome assembly and the activation of these proteins are also regulated by *atf1* ^*+*^ (Greenall et al., 2006). It is well known that glucose starvation is one of the environmental stresses and it seems that, under glucose-rich condition, the *hsp16* ^*+*^ expression is not necessary and suppressed by a mechanism which possibly involves *atf1* ^*+*^ . 

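The Hsp70 gene ssa1 was 6.76-fold lower in T3 than in T1 (95% interval 6.46 to 7.07) and 4.91-fold lower than in T2 (4.69 to 5.15). From T1 to T2 its level went from 1067 to 776 FPKM, which was not called.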

In our study, like that of *hsp16* ^*+*^ , the expression of *ssa1* ^*+*^ (or *hsp70* ^*+*^ ) which encodes another predicted heat shock protein was downregulated consistently when the glucose concentration increased. Similarly, it was reported that hsp70 mRNA levels in rat hepatocytes were significantly higher in caloric-restricted conditions than those observed when there was no such restriction (Heydari et al., 1993). On the other hand, it has long been known that Hsp70 counteracts protein aggregation along with Hsp104 and the association of Hsp104/Hsp70 is essential in longevity (Glover and Lindquist, 1998). 

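The disaggregase gene hsp104 had 7953 counts in T1, 5815 in T2 and 1834 in T3. The T3 level was 4.41-fold below T1 (95% interval 4.19 to 4.64), and the log2 ratio of T3 to T2 was -1.65 (-1.72 to -1.57).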

In our study, the expression of hsp104 was downregulated when glucose level higher. 

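In a list of 24 heat shock and chaperone genes fixed before the data were examined, 6 were lower in T3 than in T1 and none was higher, namely hsp16, ssa1, hsp104, psi1, fes1 and hsp3101. The study had picked the first 3 of these on the same libraries. The list does not hold every chaperone gene. The gene mib1, given as a DnaJ domain protein in Table S1, lies outside it and rose from 15 counts in T1 to 81 in T3. The DnaJ protein gene psi1 was 3.17-fold lower (95% interval 2.97 to 3.37) and fes1 had a log2 ratio of -1.08 (-1.22 to -0.95). The other members were not found by name in this comparison, and entries without a name could not be matched to the list. From the decreases of hsp16, ssa1 and hsp104, the paper proposes that excess glucose may impair proteostasis.

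**Figure D2:**
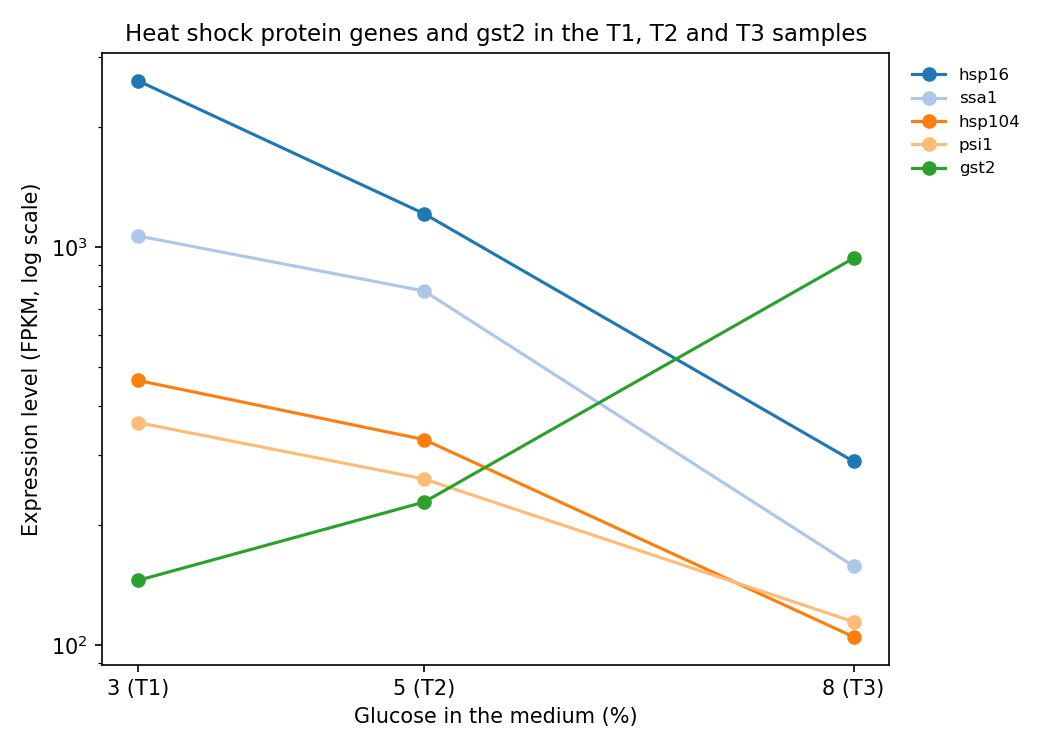
FPKM values (vertical log axis) of 4 heat shock protein genes and of gst2 against the glucose concentration of the medium in percent, with 1 point per gene and library. The lines of hsp16, ssa1, hsp104 and psi1 fall from 3% to 8% glucose while gst2 rises from 145 to 938 FPKM.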

Taken together, consistent downregulation of these heat shock proteins may cause a loss of cellular proteostasis which is considered as a hallmark of the aging process. Thus, excess sugar may deteriorate the cellular protective mechanism and make them less active just as seen during aging. Indeed, overexpression of these molecular chaperones ameliorates the age-associated decline in proteostasis and extends lifespan in *Caenorhabditis* and *Drosophila* (Walker and Lithgow, 2003, Morrow et al., 2004). 

*mam3*^*+*^ encodes an M-type-specific cell surface adhesion protein for conjugation between sexually flocculating cells (Mata and Bahler, 2006). Although the transcription of *mam3* ^*+*^ is induced under nitrogen starvation (Seike et al., 2013) and it is activated by mat1-Mc recruited Ste11, its expression seemed independent from mat1-Mc in our study. 

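The adhesin gene mam3 had 693 counts in T1, 1245 in T2 and 3548 in T3. It was 5.04-fold higher in T3 than in T1 (95% interval 4.65 to 5.48) and 2.89-fold higher than in T2 (2.71 to 3.08). The ratio of T2 to T1 was 1.75 (1.59 to 1.92) and mam3 was not called in that comparison. In a list of 33 sexual differentiation genes, 8 were higher in T3 than in T1 and 1, the mating-type M entry, was lower. Among the higher were mam2 at 2.76-fold (2.53 to 3.01) and rgs1 at 3.25-fold (2.93 to 3.62). The study had picked mam3 and the mating-type M entry on the same libraries. The other members of the list were not found by name in this comparison.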

We observed that *mam3* ^*+*^ expression increased in both T2 and T3 conditions when compared to T1 condition while mat1-Mc expression downregulated in the T1 condition. This result raises the possibility of another function for *mam3* ^*+*^ other than adhesion. On the other hand, according to Liu et. al. (2015) flocculation activity in wild type *S. pombe* decreased with the lowering of glucose concentration. This result may support our finding that *mam3* ^*+*^ expression upregulated in response to elevated glucose concentrations but further studies are needed to clarify this situation.

When comparing the gene expression profile in T3 condition to those that T1, we saw that the expression of a group of genes related especially to kinetochore assembly, chromosome segregation, and mitotic progression markedly increased. These genes were *nbl1* ^*+*^ , *apc13* ^*+*^ , *spc19* ^*+*^ , *tea2* ^*+*^ , *mis6* ^*+*^ , *mis18* ^*+*^ , *mis15* ^*+*^ . 

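All the named genes were scarce in the T1 sample. Counts went from 1 to 21 for nbl1, 5 to 46 for apc13, 11 to 58 for spc19, 26 to 128 for tea2, 25 to 106 for mis6 and 15 to 63 for mis18. The increases were 20.1-fold for nbl1 (95% interval 3.23 to 831), 8.81-fold for apc13 (3.51 to 28.4), 5.07-fold for spc19 (2.63 to 10.7), 4.85-fold for tea2 (3.16 to 7.70), 4.17-fold for mis6 (2.67 to 6.72) and 4.07-fold for mis18 (2.29 to 7.70). The tables hold 2 gene models whose best protein match is Mis15 and which share reads. One was 2.32-fold higher in T3 (1.57 to 3.45) and the other 6.24-fold lower (1.92 to 34.3), and their summed counts were 58 in T1 and 95 in T3. The name spc19 also comes from the protein match in the tables.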

Mis proteins function as a structural core and regulator of the kinetochore (Muller and Almouzni, 2017). Together with some other subunits, Mis18 complex is required for the centromeric localization of the Mis6-Mis15 complex and Cnp1 during the cell cycle (Takahashi et al., 2005). Nbl1 is a borealin homolog gene and a subunit of a chromosome passenger complex (CPC) which is required to destabilize and repair inaccurate kinetochore attachments. Binding of borealin to nucleosome is essential for this complex to associate with the chromosome and for the error-free chromosome segregation (Abad et al., 2019). Apc13 is a member of the Anaphase Promoting Complex (APC) which maintains genomic stability and initiates the transition from metaphase to anaphase and coordinate chromosome segregation in mitosis by routing specific proteins for degradation (Zhang et al., 2016). Spc19 is a component of the DASH complex which forms a ring around a microtubule and responsible for the correct chromosome segregation and bipolar attachment of sister chromatids on the mitotic spindle (Sanchez-Perez et al., 2005). Tea2 encodes a kinesin that regulates microtubule growth by transporting regulatory factors to the growing microtubule tips (Busch et al., 2004). 

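In a list of 54 genes of kinetochore, chromosome passenger and DASH complexes, fixed before the data were examined, 7 entries were higher in T3 than in T1 and 1 was lower. Of the 7, the study had picked 5 on the same libraries, so the tally is not independent evidence of direction. Besides the genes above, spc7 was 2.53-fold higher (95% interval 2.10 to 3.06) and sgo1 was 2.06-fold higher (1.54 to 2.79). The lower entry was a model matched to Mis15. Genes of the anaphase-promoting complex went both ways, with apc13, apc15, apc2 and mfr1 higher and slp1 and apc10 lower in T3. The activator gene slp1 was 2.21-fold lower (1.92 to 2.56). From the increases of the named genes, the paper proposes a cellular activity towards error-free chromosome segregation.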

Taken together, the increase in the expression of these genes may indicate a cellular activity that provides error-free chromosome segregation. Glucose detection results in the activation of the cAMP-dependent protein kinase A (PKA) in *S. pombe* and PKA coordinates cell proliferation depending on glucose status (Hoffman, 2005). Although many studies suggest that PKA is an inhibitor of the APC, the interaction between the cAMP-PKA pathway and the kinetochore is thought to be more complex (Ma et al., 2012). On the other hand, it is thought that the APC may be involved in enhancing genomic stability through repairing DNA damage that occurs during chromosome segregation but this process has not been fully elucidated (Harkness, 2018). Recent works revealed a connection between glucose availability and kinetochore activity and bipolar spindle formation during mitosis (Shah et al., 2019, Tanabe et al., 2020). Accordingly, higher glucose levels destabilize kinetochore attachment and weaken kinetochore-microtubule binding through phosphorylation of Dam1 which is *S. cerevisiae* ortholog of Spc19. Growth defects and monopolar spindle formation in a kinesin-5 mutant was partially rescued by *pka1* ^*+*^ deletion or glucose limitation in *S. pombe*. Under glucose-rich condition, cells may tolerate higher rates of mitotic infidelity to reproduce faster. On the other hand, the expression of these mitotic regulators may have increased to cope with the genome instability resulting, for example, from increased retrotransposon activity due to the presence of excess glucose. The relationship between nutrient availability and mitotic regulators has only recently been studied. Thus, further investigations are needed to clarify this link.

The other group whose expression in T3 condition at least two-fold increased when compared to T1 includes three transcription regulators or coactivators. One of them, *spt3* ^*+*^ is a subunit of the SAGA (Spt-Ada-Gcn5 acetyltransferase) complex which acts as a general cofactor, chromatin remodeler, and sets the accessibility for DNA transcription (Helmlinger et al., 2008). *taf3* ^*+*^ is predicted to be a subunit of TFIID, a complex composed of TATA-binding protein (TBP) and TBP associated factors (TAFs) (Matangkasombut et al., 2004) The third one, *med13* ^*+*^ is the component of Cdk8 module of the multiprotein Mediator complex which is a central integrator of transcription. In addition to the targeting of CDK8 by several different intracellular signaling pathways, the loss of Med13 may lead to the early entry of the cell into mitosis, suggesting that this protein also regulates the mitotic progression (Banyai et al., 2017). On the other hand, the components of TFIID, SAGA complex, and Mediator are known to interact with each other in certain cellular processes, but there is much unknown about this relationship (Donczew et al., 2020, Papai et al., 2020). It is reported that the SAGA complex is a direct target of nutrient‐sensing pathways and regulates, for example, switching from proliferation to sexual differentiation when the glucose level is low (Helmlinger *et al*., 2008, Laboucarie et al., 2017). On the other hand, the deletion of the SPT3 gene was shown to lead to a severe decrease in Ty1 retrotransposon transcription in *S. cerevisiae* (Winston et al., 1984, Curcio et al., 2015). Similarly, the marked increase in the retrotransposable element expression depending on elevated glucose levels that we observed in this study may be explained partly by the increase in *spt3* ^*+*^ expression. 

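Expression of spt3 was 5.49-fold higher in T3 than in T1 (95% interval 3.92 to 7.85), from 41 to 229 counts. That of taf3 was 5.40-fold higher (2.39 to 14.3), from 7 to 39 counts, and that of med13 was 4.01-fold higher (2.94 to 5.56), from 51 to 208 counts. In a list of SAGA, TFIID and Mediator subunits fixed before the data were examined, 6 genes were higher in T3 than in T1 and none was lower. The study had picked 3 of them, those above, on the same libraries. The others were med15, srb10 and srb8, the last named by its protein match and 2.91-fold higher (2.45 to 3.48).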

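Between 3% and 5% glucose spt3 was 2.88-fold higher in T2 (95% interval 2.01 to 4.21). In the same comparison Tf2-6 and Tf2-12 were higher in T2 as well, but their coding sequence and counts are those of Tf2-5. They are therefore not separate evidence. Tf2-4 was also higher in T2. Tf2-11, with 30.11 counts in T1 and 39.11 in T2, was not called, and neither was Tf2-7. A rise of total Tf2 RNA from T1 to T2 is not shown.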

Interestingly, overexpression of MED13 improved glucose tolerance and insulin sensitivity in mice cardiomyocytes (Dannappel et al., 2018). This effect of MED13 results from increased energy expenditure and regulation of numerous genes involved in energy balance (Grueter et al., 2012). Besides, the knockdown of MED13 increases susceptibility to obesity by regulating Wingless in Drosophila (Lee et al., 2014). Thus, the induced expression of med13 in this study may contribute to regulating energy balance in the presence of excess glucose. 

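The step of med13 lay mainly between 5% and 8% glucose. The log2 ratio of T3 to T2 was 1.51 (95% interval 1.12 to 1.91), whereas that of T1 to T2 was -0.49 (-1.04 to 0.04) and was not called.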

Taken together, our findings are consistent with these results and may help to clarify the link between glucose availability and the coactivators. The putative interaction map of proteins that encoded by all genes whose expression were significantly changed acording to glucose availability was shown in Figure 6.

**Figure 6 -:**
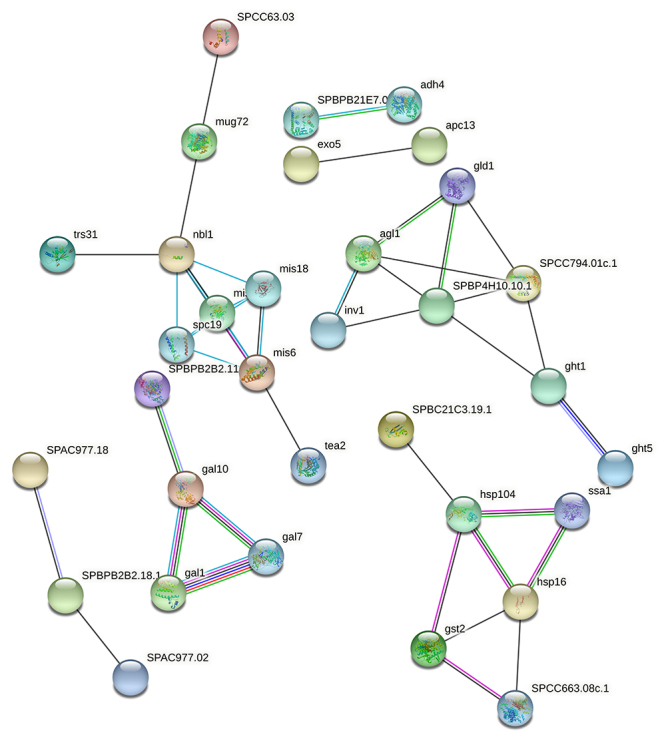
The putative interaction map of proteins that encoded by all genes whose expression were significantly changed acording to glucose availability. Network was created through STRING website (ver. 11.0). Interaction sources included experiments, databases, co-expression, neighborhood, gene fusion and co-ocurrence. Minimum required interaction score was set as 0.400. Detailed explanation is given in the text.

Finally, the expression of a group of genes that can be classified unassigned, sequence orphan, dubious, or conserved fungal and whose functions are unknown were also downregulated or upregulated in response to elevated glucose levels. 

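Among other genes of Table S1, 11 were higher and 7 were lower in T3 than in T1, and 9 were higher and 11 lower in T3 than in T2. The study chose these genes on the same libraries, so the tallies are not independent evidence of direction. The tallies may also miss genes, since only 55 of the 59 genes of Table S1 were matched to an entry here. SPBPB2B2.05 was 5.02-fold lower in T3 than in T1 (95% interval 3.16 to 8.35) and cmt2 was 4.29-fold higher in T2 than in T1 (3.86 to 4.79). SPCC576.19c, annotated as dubious in the paper, rose 4.92-fold from T2 to T3 (1.84 to 16.5) on 5 and 24 counts. SPAC959.11 had 99.01 counts in T1 and 0 in T3, at least 33.8-fold lower, and its counts are fractional.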

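SPBC660.05, named wwm3 in assembly ASM294v3, showed the largest decrease from T1 to T3 among genes with reads in both libraries. It had 9050 counts in T1, 9155 in T2 and 425 in T3, which is 21.7-fold lower in T3 than in T1 (95% interval 19.7 to 24.0) and 21.2-fold lower than in T2 (19.3 to 23.5). SPAC959.06c went from 6 counts in T1 and 12 in T2 to 48 in T3. It was 7.75-fold higher in T3 than in T1 (3.31 to 22.2) and its log2 ratio of T3 to T2 was 2.02 (95% lower bound 1.09).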

Importantly, while the expression of SPBC660.05 was significantly reduced, SPAC959.06c was upregulated in response to increasing glucose concentration. These genes are predicted to be conserved fungal proteins and because the consistent change in their expression suggests a role in glucose metabolism they can be the candidates for further studies. 

## Conclusions

Besides being a universal energy source, glucose also functions as a signal molecule in cells. Therefore, it affects many cellular processes such as division, proliferation, and aging. From this point of view, we conducted a genome-wide analysis to clarify how glucose presence affects genome-wide gene regulation. Our results indicated that excess glucose, as expected, downregulated many genes that function in carbohydrate metabolism. On the other hand, we found that there were significant and consistent changes in the expression of genes encoding retrotransposons, heat shock proteins, transcription regulators, and proteins that provide genomic stability. We suggest some complementary roles and possible interactions of these gene expression changes that can explain the possible pro-aging effect of excess glucose. These suggestions may contribute to the findings obtained in recent years regarding the relationship between glucose availability and diverse cellular mechanisms. We also observed significant changes in the expression of some genes that have not yet been well characterized in *S. pombe*. Thus, their roles in glucose metabolism and glucose-dependent cellular response can be the subject of future studies. We hope that the large scale analysis we have performed will serve as the basis for more detailed studies on the relationship between glucose availability and aging. 

## Supplementary material

The following online material is available for this article:

Table S1 - The quantitative change in the expression of individual genes depending on the glucose concentration.

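The values of Table S1 are log2 ratios of FPKM values rather than linear folds. Of 69 values that could be compared with the deposited tables, 66 lay within 0.011 of the log2 ratio computed here, and the exceptions are Tf2-5, SPAC959.11 and mug72. Tf2-5 had 0.23 estimated counts (0.01 FPKM) in T1 and SPAC959.11 had 0 counts in T3, so that lower bounds against the floor of 3 counts are given here. The differences for these genes come from that floor. For mug72 Table S1 gives 2.5 and the log2 ratio here was 2.514. A log2 ratio of 1 is a 2-fold difference and one of 2 is a 4-fold difference.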

# Supplementary material for: Transcriptome sequencing and screening of genes related to glucose availability in Schizosaccharomyces pombe by RNA-seq analysis
**Source:** Genet Mol Biol. 2021 Aug 27;44(3):e20200245. doi: 10.1590/1678-4685-GMB-2020-0245
**Supplement:** Table S1 -

Supplementary Material to “Transcriptome sequencing and screening of genes related to glucose availability in *Schizosaccharomyces pombe* by RNA-seq analysis”

Table S1. The quantitative change in the expression of individual genes depending on the glucose concentration.

Systematic ID / Gene name	Fold change in gene expression according to the glucose concentration		
	Expression in 3% compare to %5	Expression in 8% compare to 3%	Expression in %8 compare to 5%
SPAPB24D3.10c<br>(maltose alpha-glucosidase Agl1)	-2,15	-2,09	-4,24
SPCC548.07c<br>(hexose ransmembrane transporter Ght1)		-3,00	-4,07
SPCC1235.14<br>(hexose transmembrane transporter Ght5)			-2,26
SPBPB2B2.13<br>(galactokinase Gal1)		-2,37	-2,65
SPBPB2B2.10c<br>(galactose-1-phosphate uridylyltransferase Gal7)		- 2,21	-2,62
SPBPB2B2.12c<br>(UDP-glucose 4-epimerase/aldose 1-epimerase Gal10)			-2,71
SPCC1223.03c<br>(glycerol-3-phosphate dehydrogenase Gut2 (predicted))		-3,07	-3,43
SPAC13F5.03c<br>(mitochondrial glycerol dehydrogenase Gld1)		-3,78	- 4,66
SPCC794.01c<br>(glucose-6-phosphate 1-dehydrogenase Zwf2 (predicted))			-2,61
SPBPB2B2.11			-2,61
SPCC191.11<br>(external invertase, beta-fructofuranosidase)			-2,88
Systematic ID / Gene name	Fold change in gene expression according to the glucose concentration in SD medium		
	Expression in 3% compare to %5	Expression in 8% compare to 3%	Expression in %8 compare to 5%
SPAPB15E9.03c<br>(retrotransposable element/transposon Tf2-type)	-9,71		
SPAC26A3.13c<br>(retrotransposable element/transposon Tf2-type)			+2,24
SPBC3E7.02c<br>(heat shock protein Hsp16)		-3,17	-2,06
SPBC16D10.08c		- 2,13	

(heat shock protein Hsp104)			
SPAC13G7.02c<br>(heat shock protein Ssa1 (predicted))		-2,75	-2,29
SPBC23G7.09, mat1-Mc<br>(mating type m specific polypeptide)	+8,64		
SPCC965.07c<br>(glutathione S-transferase Gst2)		+2,68	+ 2,03
SPAP11E10.02c<br>(cell agglutination protein Mam3)		+2,33	+1,52
SPBC685.02<br>(mitochondrial single stranded DNA specific 5'-3' exodeoxyribonuclease Exo5 (predicted))		+2.51	
SPCC61.02<br>(SAGA complex subunit Spt3)		+2,45	
aes1<br>(enhancer of RNA-mediated gene silencing)			-2,29
SPAC823.06<br>(transcription factor TFIID complex subunit Taf3 (predicted))		+ 2,43	
SPBC1718.05<br>(TRAPP complex subunit Trs31 (predicted))		+2,41	
SPBP4H10.09<br>(transcription factor Rsv1)			-2,82
SPAC1071.04c<br>(signal peptidase subunit Spc2 (predicted))		+2,40	
SPBP4H10.10<br>(rhomboid family protease)			-2,40
Systematic ID / Gene name	Fold change in gene expression according to the glucose concentration in SD medium		
	Expression in 3% compare to %5	Expression in 8% compare to 3%	Expression in %8 compare to 5%
SPCC63.03<br>(DNAJ domain protein, DNAJC11 family)		+2,40	
SPAC5H10.06c<br>(aldo/keto reductase, predicted calcium channel regulatör)		+2,34	
SPBC29A3.03c<br>(GID complex ubiquitin-protein ligase E3 subunit Gid2/Rmd5 (predicted))		+2,27	
SPCC663.08c<br>(short chain dehydrogenase)		+2,17	
SPAC869.02c<br>(nitric oxide dioxygenase Yhb1)		+2,15	
SPBC887.06c<br>(sorting nexin Snx3 (predicted))		+2,14	
SPCC1020.01c<br>(P-type proton ATPase, P3-type Pma)		+2,08	
SPAC12G12.09<br>(conserved fungal protein associated with stress granüle)		+2,01	
SPBC359.04c		-3,45	

(cell surface glycoprotein (predicted), DIPSY family)			
SPBPB2B2.05<br>(peptidase family C26 protein)		-2,32	
SPBC21C3.19<br>(SBDS family protein Rtc3 (predicted))		-2,18	
SPBC725.12<br>(Borealin homolog Nbl1)		+4,32	
SPBC28E12.01c<br>(anaphase-promoting complex TPR lobe accessory factor Apc13)		+3,13	
SPCC1902.02<br>(Meiotically Upregulated Gene, mug72)		+2,5	
SPCC1223.15c<br>(DASH complex subunit Spc19)		+2,34	
Systematic ID / Gene name	Fold change in gene expression according to the glucose concentration in SD medium		
	Expression in 3% compare to %5	Expression in 8% compare to 3%	Expression in %8 compare to 5%
SPBC1604.20c<br>(kinesin family plus-end microtubule motor Tea2)		+2,27	
SPAC1687.20c<br>(kinetochore protein, CENP-I ortholog Mis6)		+2,05	
SPCC970.12<br>(kinetochore protein Mis18)		+2,02	
SPAC589.02c<br>(mediator complex subunit Med13)		+2,00	
SPBP22H7.09c<br>(kinetochore protein, CENP-N ortholog Mis15)		-2,64	
SPAC750.04c<br>(S. pombe specific 5Tm protein family)	-2,54		
SPAC959.06c<br>(conserved fungal protein)		+2,95	+2,02
SPBC660.05<br>(WW domain containing conserved fungal protein)		-4,44	-4,40
SPAC977.18<br>(conserved fungal protein)	-2,41		-2,23
SPCC576.19c<br>(dubious)			+2,29
SPBPB2B2.18<br>(Schizosaccharomyces specific protein)	-2,75		
SPBPB21E7.04c<br>(human COMT ortholog 2)	-2,10		
SPCC1235.18<br>(dubious)		-2,32	
SPCP20C8.02c<br>(S. pombe specific UPF0321 family protein 1)			+2,01
SPAC959.11<br>(Schizosaccharomyces specific protein)			-12,44

SPAC2F3.07c<br>(<i>Schizosaccharomyces pombe</i> specific protein)	-2,05		
SPAC4F8.08<br>(<i>Schizosaccharomyces pombe</i> specific protein Mug114)	-2,69

How the deposited data were processed for this re-analysis (not part of the article)

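Transcriptomes of S. pombe grown in SD medium with 3%, 5% or 8% glucose (T1, T2 and T3 samples) were measured by paired-end sequencing of 1 library per concentration, each made from the pooled RNA of 3 cultures. By the paper's methods, the authors filtered reads with SOAPnuke 1.5.6, aligned them to the genome with BWA 0.7.12 and to genes with Bowtie 1.1.2, and estimated expression with RSEM 1.2.25. Differentially expressed genes were screened with a Poisson method and NOIseq 2.14.1. The genome build is not given in the sources used here.

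The deposited tables hold, for each called gene, the expected counts that the authors obtained from RSEM, which need not be whole, and the FPKM values that the authors derived from them by transcript length and library size. They also hold the authors' log2 ratio and p-value for each gene, and for T2 vs T1 and T2 vs T3 an FDR. In the authors' deposited table the largest FDR was 0.000682 for T2 vs T1 and 0.000992 for T2 vs T3, and the T1 vs T3 table has no FDR column. Each workbook has 2 sheets, the second a subset of the first, and the first was used. A library at 0 counts has 0.001 FPKM in the authors' deposited table and was treated as 0 here. All 444 genes were named through the assembly ASM294v3 for 387 entries, by the description in the files for 28, and 29 remained without a name there. Some of the 29 are called by the best protein match in the files. The rest could not be matched to a gene list, so counts of list members may miss some.

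Ratios were computed from FPKM values with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The 95% Clopper-Pearson interval of the share of one library in the 2 rounded counts was converted to a ratio. Counts of 0 were replaced by a floor of 3 counts for lower bounds. In counts drawn from the real means with known changes, over 50 draws of 383 genes for T1 vs T3, the intervals held the true ratio of genes changed 2-fold in 95.6% of cases. These were Poisson draws without differences between cultures or division of reads, so the value checks the calculation only. With 1 library per concentration no test between conditions was possible, and intervals cover counting error only.

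Genes named in the text were those the paper names, whose values in the paper had been seen, the 10 largest positive and 10 largest negative log2 ratios of each comparison, genes at 0 in 1 library and genes called in all comparisons. A further 27 gene lists were fixed before the data were examined, as were these alternatives: a log2 ratio of at least 2, an FDR of at most 1e-06, at least 10 FPKM in the higher library, a pseudocount of 1 FPKM, genes of at least 1000 bases, and ratios of counts scaled by gene-mapped reads. Some of the lists, such as the carbohydrate, mitosis and other Table S1 genes of the paper, came from published results on these same libraries. Further settings for the numbers of called genes were chosen after seeing the data. List members may also be named as examples, and single genes outside the rule were named after their values were seen. Neighbouring genes were taken from the order of protein-coding genes in ASM294v3 and compared with 10000 random sets.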

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

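All tests of explanations below were chosen after the results they bear on had been seen. The genes named first lie outside those the paper discusses, share no reads with similar genes, reach 10 FPKM in the higher library and are among the 10 largest differences of a comparison in their direction.

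From T1 to T3 the log2 ratios were 3.74 for tna1, 3.54 for SPCC576.17c and 2.89 for osr1. From T2 to T1 they were 1.70 for cox8, 1.47 for rpl4102, 1.33 for rps2801, 1.29 for SPAC1705.02, 1.28 for rps3001 and 1.24 for rps3002, and -3.09 for tna1 and -2.98 for SPCC576.17c. From T2 to T3 they were 3.93 for SPCC417.03, 2.31 for osr1 and -3.76 for SPCC191.10. The value of SPCC417.03 rests on 1 count in T2.

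The most extreme ratios belong to 9 genes with a log2 ratio of at least 5 or 0 counts in a library, and 8 of these have fractional counts, against 32 of all 444 genes. The near-identical copies SPBPB10D8.04c to SPBPB10D8.07c moved in opposite directions, but their summed counts had a log2 ratio of T3 to T1 of only -0.26 (95% interval -0.37 to -0.15), which argues against a change of the family of the size seen in single copies. Division of reads among copies may therefore account for the extremes of such copies. The sum covers T1 and T3 only, since just 3 of the 4 copies have a T2 value. Such division is not shown for mat3-Mc, whose identical copy has no value here. Nor is it shown for SPAC959.11, whose nearest coding sequence is 53.0% identical, or for SPBC1348.09, which has whole counts. The 6 Tf2 copies with values had a summed log2 ratio of 2.29, but 7 of 13 copies have no value here, so a change in total Tf2 RNA cannot be told apart from a shift of reads between copies.

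Ribosomal protein genes higher in T1 than in T2, with rpp103 added to the rpl and rps genes after its value was seen, had a median log2 ratio of 1.11 by FPKM and 1.03 by scaled counts, where 5 of 10 stayed at least 2-fold higher and the smallest log2 ratio was 0.92, which argues against the length correction in FPKM as the whole cause. The 12 of 138 ribosomal protein genes higher in T1 in either comparison had a median coding length of 196.5 bases against 459 for the others, and 0% of 10000 random sets of ribosomal protein genes were as short, as a length bias of the T1 library would give. Of all genes called between T2 and T1, 17 of the 26 higher and 15 of the 61 lower in T1 were under 1000 bases. Short genes were thus more common among those higher in T1, as such a bias would also give, but some went the other way. A dependence of these transcripts on glucose was not tested and stays open.

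The 12 carbohydrate genes highest at 5% glucose were picked by the study on these libraries. Their median log2 ratio of T2 to T1 was 0.90 and the smallest was 0.27, while the heat shock genes with 3 values had a median of -0.48. A scaling factor for the T2 library alone would not give both. The study had picked 3 of these heat shock genes for their decrease, however. A scaling factor together with that decrease could give the same values, so the test cannot decide. A response to 5% glucose, a difference in growth stage of the T2 cultures and a scaling difference remain open, and 1 library per concentration cannot separate them.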

How the results depend on the processing

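No paired analysis was possible because each concentration has 1 library. An FDR of at most 1e-06 was not run for T1 vs T3, whose table has no FDR. With a log2 ratio of at least 2, 38 genes were higher and 23 lower in T3 than in T1, 3 higher and 15 lower in T1 than in T2, and 9 higher and 28 lower in T3 than in T2. The genes called in both comparisons with T3 then numbered 21 and listed members 82. With genes of at least 1000 bases, 83 were lower in T3 than in T1 and 9 higher in T1 than in T2. With successive differences of at least 0.2 in log2, 24 genes fell steadily and 2 were lowest at 5%. Counting neighbours within 3 genes gave 59 genes higher in T3 than in T1 (random mean 47.4, 8.36% of sets as large), 14 lower in T1 than in T2 (3.53) and 12 higher in T3 than in T2 (6.48, 8.81% as large). Among settings chosen after seeing the data, a P of at most 1e-08 left 52 genes higher in T3 than in T2 and one of at most 1e-10 left 47. A log2 ratio of at least 1.15 left 15 genes higher in T1 than in T2 and 52 higher in T3 than in T2, and 1.2 left 12 and 46. At 1.3 there were 128 higher and 78 lower in T3 than in T1, 8 higher and 36 lower in T1 than in T2, and 33 higher in T3 than in T2. These stricter settings keep fewer genes by construction, and for neighbours the wider span adds genes. Of 139 log2 ratios of named genes, 3 left their counting interval with a pseudocount of 1 FPKM and 5 with scaled counts, and none changed sign. With the pseudocount 137 of the 139 stayed past a log2 ratio of 1, and with scaled counts 138 did. Genes of a few counts, such as nbl1 and SPCC417.03, are limited by depth.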

Differences from the paper's values

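The paper reports 8 genes upregulated in T1 relative to T2, and the deposited table gave 26. Of the alternatives set before the data were examined, genes of at least 1000 bases (9) came within 1.5 times of the paper's 8, while an FDR of at most 1e-06 (22), at least 10 FPKM (23), a pseudocount of 1 FPKM (24), scaled counts (21) and a log2 ratio of at least 2 (3) did not. The other numbers were 61 lower in T1 than in T2 (54 in the paper), 235 higher and 132 lower in T3 than in T1 (205 and 104 in the paper), and 80 and 101 for T2 vs T3, equal to the paper's. Thresholds were those of the paper, except that no FDR could be applied to T1 vs T3. The paper's lower limit on FPKM was not applied either, and some listed genes had 0 counts in a library. After the gap was seen, 12 other settings and the second sheets were tried, and none gave all 6 numbers. One of them, a log2 ratio of at least 1.3, chosen after seeing the values, gives 8 genes higher in T1 than in T2, but also 36 lower against the paper's 54, so that at least 18 of the genes the paper counts are dropped. For T2 vs T3 it gives 33 and 69, dropping at least 47 and 32 of the paper's, and for T1 vs T3 it gives 128 and 78, dropping at least 77 and 26. Scaled counts gave 101 genes lower in T3 than in T2, equal to the paper's.

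The paper gives values of Table S1 as folds, and they match log2 ratios here. The rsv1 transcript, for instance, was 7.11-fold lower in T3 than in T2, a log2 ratio of -2.83. For the mating-type M gene the text of the paper gives -8.72 for T2 relative to T1, while the log2 ratio here was -8.64, as in the paper's Table S1 (+8.64 for T1 relative to T2), on an entry that ASM294v3 assigns to mat3-Mc rather than mat1-Mc.

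The paper describes genes of carbohydrate metabolism as falling as glucose rose, and agl1 as lower in every tested condition. Here 12 of 13 such genes were highest at 5% glucose, agl1 with 67.4, 301 and 15.8 FPKM in T1, T2 and T3. Table S1 of the paper likewise gives -2.15 for agl1 at 3% relative to 5%. Of the 12, only agl1, ght1, inv1, rsv1 and tgd1 were called between T1 and T2, and a scaling difference of the T2 library stays open. The paper describes ght1 and ght5 as repressed in both conditions. Here both were lowest in T3 against either sample, and ght1 was 2.10-fold higher in T2 than in T1. It describes mam3 as increased in T2, where the ratio to T1 was 1.75 and mam3 was not called, and mat1-Mc as downregulated in T1, where the entry had its highest level. It names mis15 among the increased genes but gives -2.64 in Table S1, and of 2 gene models matched to Mis15 here 1 was 2.32-fold higher and 1 was 6.24-fold lower in T3 than in T1, the latter with the log2 ratio of Table S1. The 2 models share reads, and their summed counts rose with a log2 ratio of 0.69 (95% interval 0.21 to 1.19).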

Other observations

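Of 131 rpl and rps genes of ribosomal proteins, 8 were lower in T3 than in T1 and none was higher. Of 10 histone genes, 4 were found by name as lower, among them hta1 at 2.66-fold (95% interval 2.54 to 2.80) and hht1 at 2.61-fold (2.50 to 2.74). The other members were not found by name in this comparison, and entries without a name could not be matched to a list. Genes lower in T3 were shorter in general, with a median length of 1315.5 bases against 2018 for the higher genes, and 49 of 132 against 38 of 235 were under 1000 bases. By scaled counts 124 of the 132 stayed at least 2-fold lower, and some of the ribosomal protein genes lay close to that limit. One was rps1602, with 5459 counts in T1 and 2762 in T3. An effect of glucose on the shorter transcripts was not separated from an effect of transcript length. The cAMP pathway genes cgs1, the regulatory subunit of protein kinase A, and cgs2, a phosphodiesterase, were 3.66-fold (3.17 to 4.24) and 3.53-fold (3.11 to 4.01) lower in T3 than in T1. The catalytic subunit gene pka1 was lower too, with 220.12 FPKM in T2 and 101.66 FPKM in T3. The pathway gene git11 had 42.75 FPKM in T1 and 20.33 FPKM in T3. These 4 genes were chosen after their values were seen, and other members of the pathway were not counted. The values do not show which way the activity of the pathway changed.

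Abundant genes higher in T3 than in T1 included obr1 at 2.62-fold (2.56 to 2.69), itr2, an inositol transporter gene, at 2.68-fold (2.57 to 2.79), and bgl2 at 3.75-fold (3.50 to 4.04), also chosen after their values were seen. The nitric oxide dioxygenase gene yhb1 was 4.45-fold higher (4.08 to 4.87).

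Genes lower in T3 often lay next to each other in ASM294v3. Of 121 placed genes lower in T3 than in T1, 37 had a neighbour in the same list, against a mean of 5.56 and a maximum of 21 in 10000 random sets, and 16 overlapped that neighbour. Of 212 placed genes higher in T3, 35 had such a neighbour, against a mean of 17.2 and a maximum of 44 in random sets, of which 0.26% had as many, and 10 overlapped that neighbour. Within 3 genes 59 did, against a mean of 47.4, and 8.36% of random sets had as many, so that over the wider span the number is within what chance gives. Overlapping genes can share reads where strand is not used.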
